A study of Danio rerio with 24 samples. Its data were reported in "Identification of downstream effectors of retinoic acid specifying the zebrafish pancreas by integrative genomics" (2021).

How the data were processed

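RNA-seq was performed on cells sorted from Tg(sox17:GFP) zebrafish embryos, a transgenic line in which endodermal cells carry GFP. The series holds 24 libraries in 8 groups of 3. Endodermal GFP+ cells came from embryos treated with retinoic acid (RA), with BMS493 (an inverse agonist of all RA receptors) or with the solvent DMSO, and non-endodermal (NE) GFP− cells came from the DMSO-treated embryos. Each of these 4 kinds of cells was collected at the 3-somite (3-S) and at the 8-somite (8-S) stage. By the study's methods, treatment ended at the 3-S collection, and the 8-S embryos were washed and then raised in medium. Groups and replicate numbers were taken from the sample titles. The same numbers, 1 to 3, occur in every group, and this is the only source of the pairing used below.

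According to the study's methods, the authors made cDNA by SMART-seq2, prepared Nextera XT libraries, and aligned single-end reads with STAR to the Zv9 zebrafish genome of Ensembl. The files deposited hold raw read counts per gene for each library. These deposited counts are whole numbers, not normalised and not filtered. Each library has one count column without regard to strand, used here, and a pair of strand-specific columns, used as an alternative. The first lines of each table give the reads that were unmapped, mapped to several places, fell in no gene or fell in several genes. Reads mapped to several places are not in the gene counts, so genes with a near-identical copy are uncertain. The main column does not use strand, so genes that overlap another gene on either strand are uncertain too.

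The tables list 33737 Ensembl gene IDs and no names. Symbols came from a supplied table that pairs gene IDs with symbols and covers 21939 of the IDs (65.0%). Many of these symbols are written as the human gene and are shared by a pair of zebrafish paralogues, so each gene is given with its ID, and a gene with no symbol is given by its ID alone. Genome coordinates, gene lengths and GC content were not used here.

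The total gene count per library ranged from 9971059 to 17806766 (median 12791573). The smallest share that this depth can show, 3 counts of the total, lay between 1.68e-05% and 3.01e-05% across libraries. Such floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. Replicates were compared first. Chi-square statistics per degree of freedom over genes with at least 20 counts lay between 17.5 and 160.0 in the 24 pairs of replicates, so that no pair had the spread of one library deposited under 2 names.

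Differential expression was tested with DESeq2 (version 1.42.0, R version 4.3.3), with the Wald test on all 24 libraries in one fit, group as the only factor, median-of-ratios size factors, default independent filtering and Cook's filter, and unshrunken log2 fold changes. A gene was called when its Benjamini-Hochberg adjusted p was under 0.01. The test and threshold follow the study's methods. The comparisons were DMSO endodermal against NE cells, RA against DMSO and BMS493 against DMSO at each stage, 8-S against 3-S in DMSO endodermal and in NE cells, and the difference of the RA and of the BMS493 effect between stages, tested as interaction terms. A standard error (SE) is that of the DESeq2 log2 fold change, and an SD is over the 3 normalised counts of a group.

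The genes named in the report followed rules written before the data were examined. They were a panel of 22 marker and regulator genes that the study discusses; in each of the 6 comparisons against DMSO or NE cells, the 3 genes with the largest rise and the 3 with the largest fall among called genes whose 3 and 3 normalised counts did not overlap and whose higher group had a mean of at least 50; up to 3 genes for each interaction; and the hox family as counts, with at most 5 members named. Not every gene that these rules select is given in the report. Of the panel names, 17 matched a symbol, by 20 gene IDs; sox17, gata6, foxa1, ascl1b and nr5a2 were not analysed here. The panel holds mostly the study's own calls on these data, so that a count adjusted over the panel alone shows no stability. A fold change against a group whose libraries all had 3 counts or fewer is given as a lower bound, computed against that floor.

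The functions were tested on simulated counts for 33737 genes, drawn from the means, dispersions and library sizes of the real data, with 200 genes changed in one group. With BMS493 3-S as the changed group, DESeq2 recovered 66 of the raised and 63 of the lowered genes, out of 100 each, and called 9 genes that had not been changed. The quasi-likelihood test of edgeR (version 4.0.16), recovered 55 and 58 and called 1 unchanged gene. With RA 8-S as the changed group, DESeq2 called 7 unchanged genes and edgeR 0. DESeq2's wrong calls were a larger share of its calls than the 0.01 that the threshold sets, so that the edgeR counts are printed beside the number of DESeq2 calls in the comparisons of groups. Counts for the panel and the hox genes, and the overlaps with endoderm-enriched genes, are from DESeq2 alone.

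The alternatives fixed before the data were examined were edgeR's test, TMM size factors, a filter of at least 10 counts in 3 samples, independent filtering and Cook's filter switched off, an adjusted p under 0.05, an absolute log2 fold change of at least 1, the replicate number within stage as a block, the sum of the strand-specific columns, fits with only the 12 samples of a stage or only the groups compared, and fits that each left out one of the 24 libraries. The alternatives added after seeing the data were size factors from total counts, each library's multi-mapping share as a covariate, and, for the stage comparisons, the replicate number as a block across stages. Principal components were computed on the 500 most variable genes after variance stabilisation. Chance overlap of gene lists was taken from 10000 random lists of the same size matched on mean expression.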

Results

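Gene counts were analysed for 24 libraries of sorted zebrafish embryonic cells, with 3 libraries in each of 8 groups: NE cells and DMSO, RA and BMS493 endodermal cells, at the 3-S and at the 8-S stage. Total gene counts ranged from 9971059 to 17806766 per library, and 19150 to 22708 genes had at least 1 count. Within groups the totals ranged from 11650912 to 15432052 in DMSO 3-S, from 11211262 to 13029636 in NE 3-S, from 9971059 to 14356761 in RA 3-S and from 11994263 to 13829041 in BMS493 3-S. At 8-S they ranged from 10554382 to 13591962 in DMSO, from 11237162 to 15968305 in NE, from 14208751 to 17015070 in RA and from 11968097 to 17806766 in BMS493. One gene without a symbol, ENSDARG00000080337, took 15.5% to 32.6% of the counts of a library. Its mean share in DMSO cells was 19.4% ± 1.4 (SD, n = 3) at 3-S and 27.1% ± 0.15 (SD, n = 3) at 8-S, and in RA 8-S cells it was 24.6% ± 8.6 (SD, n = 3).

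The first principal component held 48.8% of the variance of the 500 most variable genes and the second held 30.8%. Over all genes that passed the count filter these shares were 27.6% and 18.4%. On the first component NE libraries lay between -45.6 and -42.2, and every endodermal library lay at -2.98 or above. On the second component RA libraries lay between 14.5 and 35.5, whereas DMSO libraries lay between -20.0 and -10.4 and BMS493 libraries between -26.6 and -23.6. The median distance between RA and DMSO libraries was 56.8 at 3-S and 52.8 at 8-S, above the largest distance between replicates of those groups (34.6 and 42.6). Between BMS493 and DMSO libraries it was 29.7 at 3-S, below the largest distance between replicates (34.6), and 29.3 at 8-S, slightly above it (27.4).

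**Figure D1:**
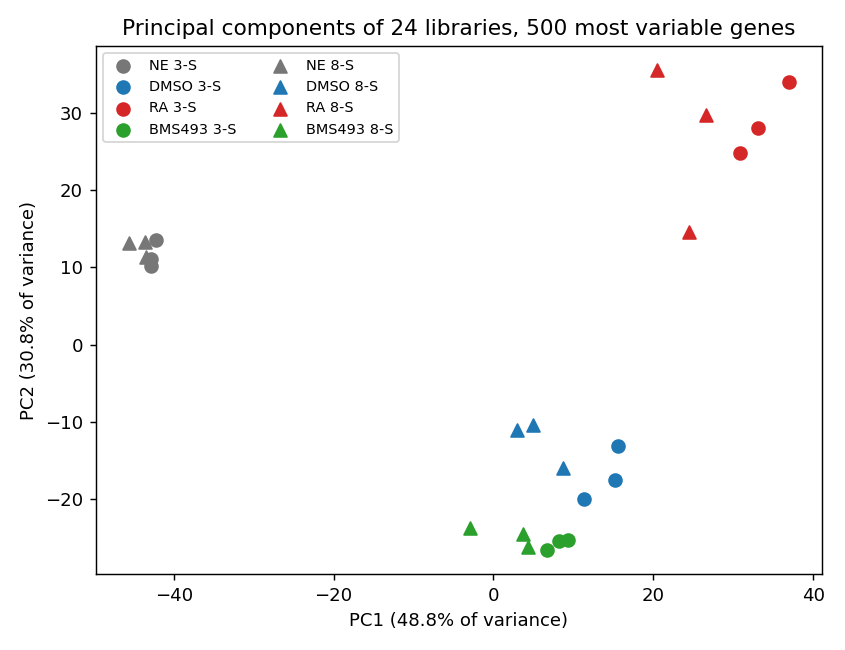
Scores of the 24 libraries on the first (x axis, 48.8% of variance) and second (y axis, 30.8%) principal components of variance-stabilised counts, with one point per library, colours for the kind of cells and shapes for the stage. NE libraries sit at the left, RA libraries at the upper right, and BMS493 libraries just below DMSO libraries.

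Sorted endodermal cells of DMSO-treated embryos were compared with NE cells of the same treatment to ask which genes are enriched in endoderm. At 3-S, 1487 genes were called (DESeq2, adjusted p under 0.01), 829 higher and 658 lower in endodermal cells. At 8-S, 1328 genes were called, 814 higher and 514 lower. The choice of test moved these counts most among the tests tried at this threshold: edgeR called 996 genes at 3-S, and 775 genes at 8-S of which 568 were higher and 207 lower, and all of them were among the DESeq2 calls. With the replicate number as a block (replicate block) there were 1517 calls at 3-S and 1431 at 8-S, of which 1404 and 1267 were shared with the fit without the block. Deviations from the group means of same-numbered NE and DMSO samples correlated across genes with a mean r of 0.58 at 3-S and 0.27 at 8-S. Calls in the same direction at both stages numbered 907, of which 573 were higher and 334 lower, and 0 genes were called in opposite directions.

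**Figure D2:**
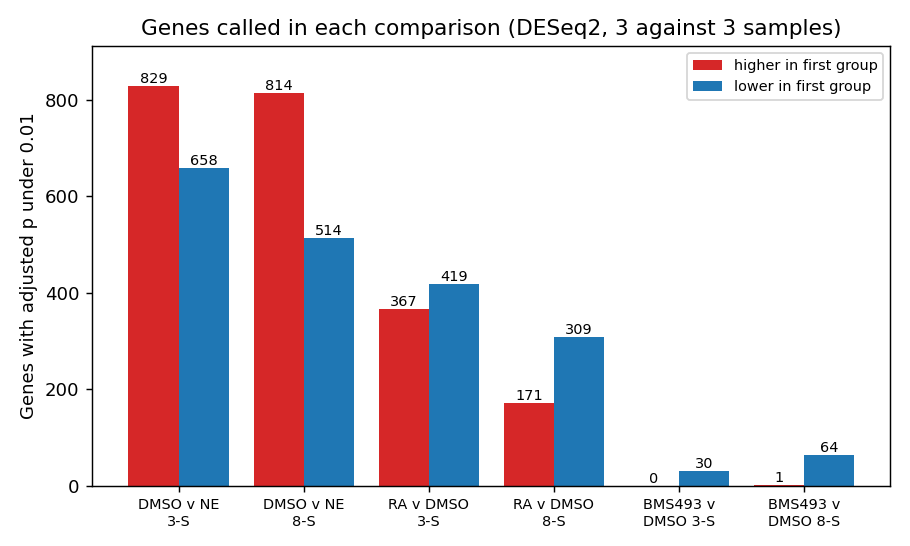
Number of genes with a DESeq2 adjusted p under 0.01 (y axis) in each of 6 comparisons of 3 against 3 libraries (x axis), with bars for genes higher and lower in the first group named. The counts fall from 829 and 658 for DMSO endodermal against NE cells at 3-S to 0 and 30 for BMS493 against DMSO at 3-S.

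The 3 endodermal markers of the panel were called higher in endodermal cells at both stages. foxa3 (ENSDARG00000012788) had 5036 ± 1535 normalised counts (SD, n = 3) in DMSO 3-S cells and 121.9 ± 57.7 (SD, n = 3) in NE 3-S cells, a log2 fold change of 5.37 (SE 0.39, DESeq2 adjusted p 3.26e-39). FOXA2 (ENSDARG00000003411) had a log2 fold change of 4.07 (SE 0.33) and GATA5 (ENSDARG00000017821) of 2.45 (SE 0.37) at 3-S. At 8-S the values were 4.85 for foxa3, 4.11 for FOXA2 and 1.61 for GATA5. Among the largest rises at 3-S were si:dkey-95h12.1 (ENSDARG00000040100), with a log2 fold change of 11.36 (SE 1.03), and vwf (ENSDARG00000077231), at least 98.9-fold higher in endodermal cells. The largest falls at 3-S were in NEUROD1 (ENSDARG00000019566), at least 77.4-fold lower, LRRC17 (ENSDARG00000037960), at least 35.8-fold lower, and HES6 (ENSDARG00000007097), at least 35.3-fold lower. At 8-S the largest rises were in dand5 (ENSDARG00000036471), at least 482-fold, PAX1 (ENSDARG00000008203), at least 218-fold, and si:ch211-157b11.8 (ENSDARG00000060413), at least 29.5-fold. The largest falls at 8-S were in ENSDARG00000063704, at least 18.2-fold, CRABP1 (ENSDARG00000035904), at least 35.9-fold, and gfi1aa (ENSDARG00000020746), with a log2 fold change of -7.08 (SE 1.09).

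To ask which endodermal genes respond to exogenous RA, RA-treated cells were compared with DMSO cells. At 3-S, 786 genes were called (DESeq2), 367 higher and 419 lower with RA, and at 8-S, 480 genes, 171 higher and 309 lower. edgeR called 453 and 260 genes, all among the DESeq2 calls. With the replicate block there were 807 and 498 calls, of which 727 and 446 were shared with the fit without the block, and the mean r of same-numbered RA and DMSO samples was -0.01 at 3-S and 0.10 at 8-S. Genes called in the same direction at both stages numbered 362 (144 higher, 218 lower), and 0 genes were called in opposite directions. Of the genes lowered by RA, 145 of 419 at 3-S and 106 of 309 at 8-S were endoderm-enriched by the comparison above. Of the genes raised by RA, 68 of 367 at 3-S and 35 of 171 at 8-S were endoderm-enriched. Genes called higher in NE cells made up 60 of the raised and 30 of the lowered genes at 3-S, and 23 and 29 at 8-S. Both comparisons use the same DMSO libraries, so that chance high DMSO counts make a gene both lower with RA and endoderm-enriched. Chance values for these overlaps were not computed, and the overlaps are given as counts only.

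Of the 17 panel gene IDs for RA targets and pancreatic regulators, 13 were called at 3-S and 8 at 8-S, all of them higher with RA; adjusted over the panel alone, 14 and 9 were. CYP26A1 (ENSDARG00000033999) rose at 3-S from 1517 ± 257 to 31478 ± 7705 normalised counts (SD, n = 3), a log2 fold change of 4.37 (SE 0.36, DESeq2 adjusted p 4.48e-30), and at 8-S from 1560 ± 694 to 13900 ± 6032 (SD, n = 3), a log2 fold change of 3.16 (SE 0.36). CYP26B1 (ENSDARG00000077121) had log2 fold changes of 6.07 (SE 0.66) at 3-S and 5.75 (SE 0.67) at 8-S. The DHRS3 copy ENSDARG00000044982 had values of 3.47 (SE 0.43) and 3.02 (SE 0.43), and the copy ENSDARG00000044803 had values of 2.12 and 1.90. Both HOXB5 copies had a log2 fold change of 4.40 at 3-S, with 3.59 at 8-S for ENSDARG00000054030 and 3.12 for ENSDARG00000013057. Among pancreatic regulators, the INSM1 copy ENSDARG00000053301 was higher at both stages, with log2 fold changes of 1.67 (SE 0.46) and 1.87 (SE 0.46). The INSM1 copy ENSDARG00000091756 was called at 3-S, with 1.83 (SE 0.45), and not at 8-S, where the value was 0.76 (SE 0.45). MNX1 (ENSDARG00000035984) was called at 3-S, with a log2 fold change of 1.12 (SE 0.29, DESeq2 adjusted p 0.0037), and not at 8-S, where the value was -0.08 (SE 0.29). NEUROD1 was at least 71.7-fold higher with RA at 3-S, with 214.3 ± 152.5 normalised counts (SD, n = 3) in RA cells. NR2F2 (ENSDARG00000040926), pdx1 (ENSDARG00000002779), RFX6 (ENSDARG00000041702) and MYT1 (ENSDARG00000074030) were called at neither stage.

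The largest rises with RA at 3-S were in NEUROD1, in LRAT (ENSDARG00000037278), with a log2 fold change of 7.90 (SE 0.64), and in ENSDARG00000028846, at least 72.9-fold. The largest falls were in DMBX1 (ENSDARG00000009922), at least 471-fold, HOXD11 (ENSDARG00000059267), at least 168-fold, and PAX1 (ENSDARG00000073814, another copy than the one above), at least 80.0-fold. At 8-S the largest rises were in grin3ba (ENSDARG00000005364), at least 16.9-fold, LRAT, with a log2 fold change of 6.21 (SE 0.62), and NDRG1 (ENSDARG00000032849), with 6.11 (SE 0.66). The largest falls were in DMBX1, at least 399.6-fold, HOXC11 (ENSDARG00000070351), at least 97.4-fold, and PAX1 (ENSDARG00000073814), with a log2 fold change of -8.46 (SE 0.75).

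BMS493-treated cells were compared with DMSO cells to ask which genes change when the RA receptors are bound by an inverse agonist. A fall does not by itself show that a gene needs RA signalling at its normal level. At 3-S, 30 genes were called (DESeq2), 0 higher and 30 lower with BMS493, and at 8-S, 65 genes, 1 higher and 64 lower. At an unadjusted p under 0.001, 14 genes were higher and 71 lower at 3-S, and 19 were higher and 124 lower at 8-S. edgeR called 17 and 23 genes, all lower and all among the DESeq2 calls. With the replicate block there were 34 and 73 calls, of which 26 and 64 were shared with the fit without the block, and the mean r of same-numbered BMS493 and DMSO samples was -0.06 at 3-S and -0.11 at 8-S. Lowered genes shared by both stages numbered 25.

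The largest falls with BMS493 at 3-S were in the DHRS3 copy ENSDARG00000044982, INSM1 (ENSDARG00000091756) and slc22a3 (ENSDARG00000058775). This DHRS3 copy fell from 1284 ± 238 to 21.6 ± 18.5 normalised counts (SD, n = 3), a log2 fold change of -5.87 (SE 0.47, DESeq2 adjusted p 2.55e-32). This INSM1 copy had a log2 fold change of -5.20 (SE 0.68) and slc22a3 of -4.95 (SE 0.51). The INSM1 copy ENSDARG00000053301 was not called with BMS493, with -1.56 (SE 0.48) at 3-S and -1.51 (SE 0.47) at 8-S. At 8-S the largest falls were in INSM1 (ENSDARG00000091756), at least 68.4-fold, in the same DHRS3 copy, with a log2 fold change of -6.64 (SE 0.50), and in si:dkey-117n7.5 (ENSDARG00000089640), with -6.54 (SE 0.84). RPS6KA1 (ENSDARG00000033437) was the gene called higher at 8-S, with a log2 fold change of 2.20 (SE 0.48, DESeq2 adjusted p 0.0013).

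Of the 17 panel gene IDs, 5 at 3-S and 7 at 8-S were called lower with BMS493; adjusted over the panel alone, 7 and 11 were. NR2F2 had log2 fold changes of -2.42 (SE 0.46) at 3-S and -2.22 (SE 0.46) at 8-S, hoxb1b (ENSDARG00000054033) of -1.33 (SE 0.29) and -1.70 (SE 0.29), and HOXB5 (ENSDARG00000054030) of -1.96 (SE 0.28) and -2.65 (SE 0.28). pdx1 was called at 8-S, where it fell from 280.3 ± 103.4 to 6.82 ± 2.50 normalised counts (SD, n = 3), a log2 fold change of -5.38 (SE 0.73, DESeq2 adjusted p 3.37e-10). RFX6 was at least 11.95-fold lower at 8-S. CYP26A1, raised by RA, was not called with BMS493: its log2 fold change was -0.05 (SE 0.36) at 3-S and -0.00 (SE 0.36) at 8-S, and its sign depended on the scaling.

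**Figure D3:**
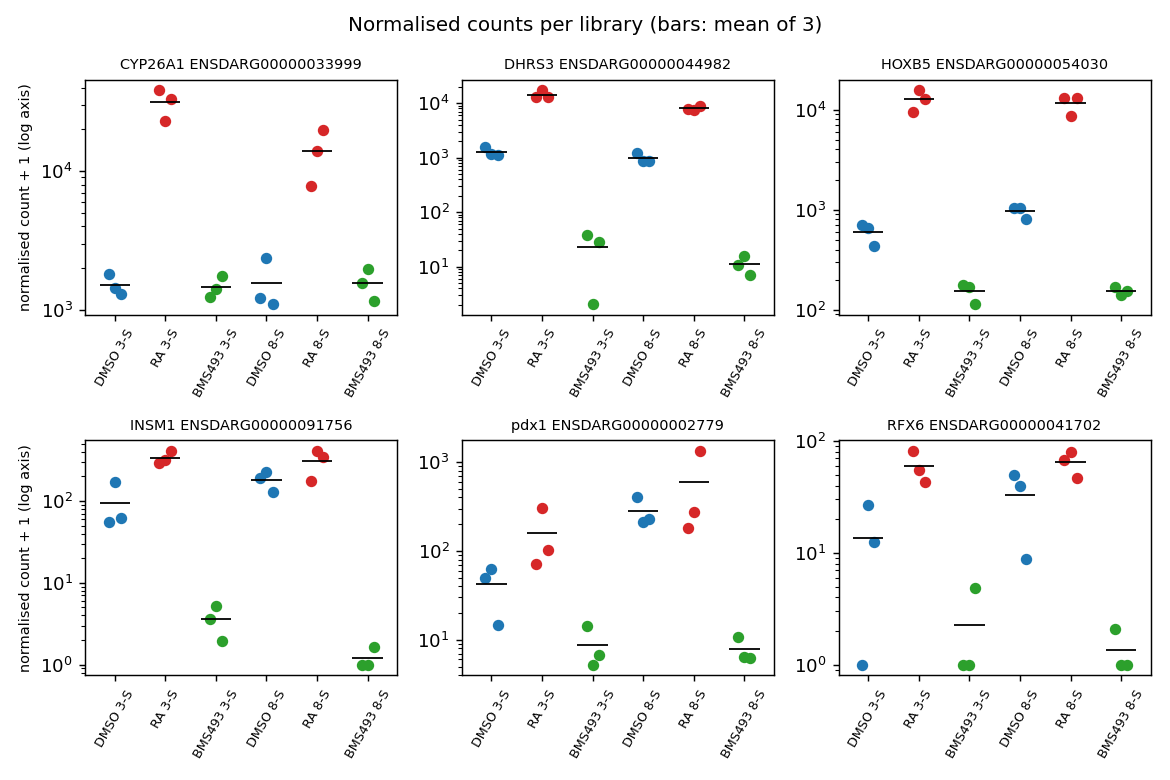
Normalised counts plus 1 (y axis, log scale) of CYP26A1, DHRS3, HOXB5, INSM1, pdx1 and RFX6 in DMSO, RA and BMS493 endodermal cells at 3-S and 8-S (x axis), with one point per library and a bar at the mean of 3. The DHRS3 copy ENSDARG00000044982 lies lowest with BMS493, at a mean of 21.6 at 3-S, and highest with RA, whereas CYP26A1 lies near the DMSO level with BMS493.

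RA and BMS493 calls were then intersected, to ask whether the inverse agonist lowers the genes that RA raises. Of the 30 genes lowered by BMS493 at 3-S, 23 (76.7%) were called higher with RA, and of the 64 at 8-S, 26 (40.6%). The RA log2 fold change was above 0 for 29 of the 30 and 60 of the 64, and 0 of these genes were called lower with RA at either stage. In 10000 random lists matched on size and expression, the median number of RA-raised genes was 0 at 3-S and 1 at 8-S, and the highest was 6 at either stage. Under edgeR the shares were 58.8% at 3-S and 34.8% at 8-S. With the replicate block the shares were 63.6% at 3-S and 42.3% at 8-S. The 23 genes at 3-S were 6.27% of the 367 RA-raised genes, and the 26 genes at 8-S were 15.2% of the 171. Across 12443 genes with a mean of at least 20 normalised counts, RA and BMS493 log2 fold changes had a Pearson r of 0.05 at 3-S and -0.08 at 8-S. Spearman rho was 0.21 and -0.03, and 60.2% and 50.1% of the genes had the same sign. Genes are not independent replicates. Both changes use the same DMSO libraries, which alone would raise r, rho and the share with the same sign. The values without a treatment effect were not computed, so that these numbers show neither a relation nor its absence.

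Of the 38 hox family members matched by symbol, 35 had a mean of at least 10 normalised counts. In paralogue groups 1 to 8, which hold 21 of them, 13 were called higher and 2 lower with RA at 3-S, with a median log2 fold change of 2.09. In groups 9 to 13, which hold 14, 0 were called higher and 10 lower, with a median of -4.61. At 8-S the medians were 1.25 and -4.32, with 8 higher and 2 lower calls in groups 1 to 8 and 8 lower calls in groups 9 to 13. All 14 genes of groups 9 to 13 had negative RA log2 fold changes at both stages, also under TMM and total-count size factors. With BMS493 at 3-S the medians were -0.49 and 0.46, with 3 lower calls in groups 1 to 8 and 0 calls in groups 9 to 13. At 8-S they were -1.17 and -0.26, with 5 lower calls in groups 1 to 8 and 0 calls in groups 9 to 13. Copies within a paralogue group can share reads, so that values of single hox genes are uncertain.

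**Figure D4:**
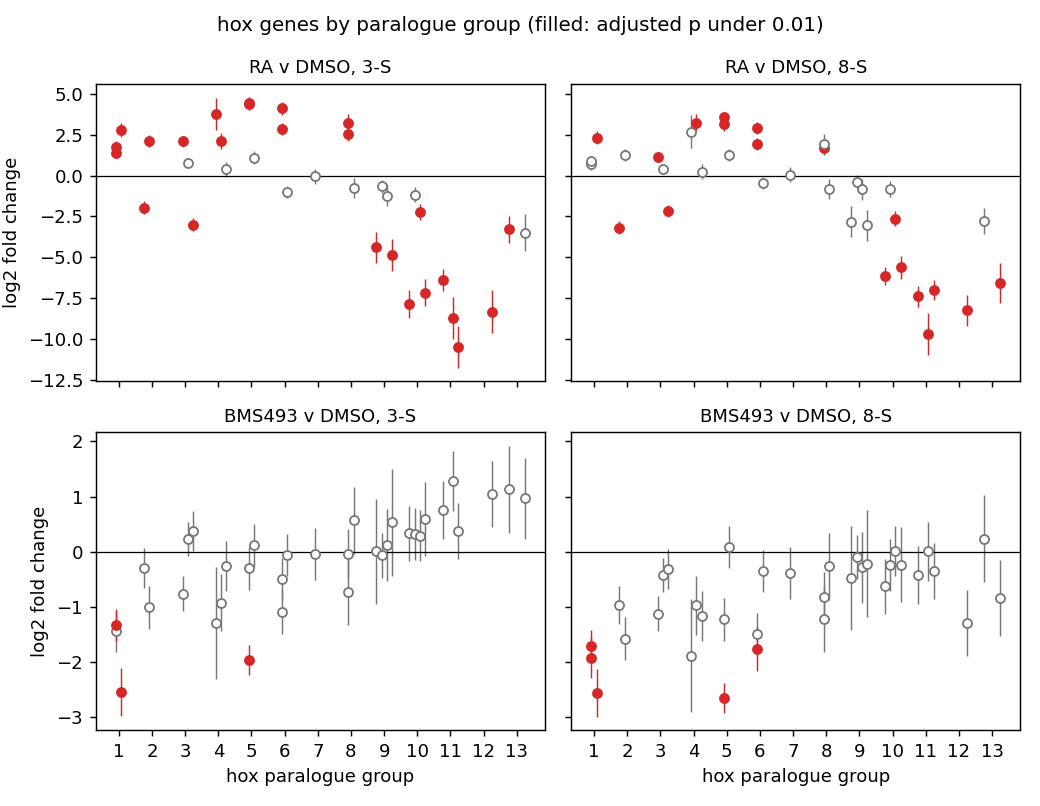
log2 fold change (y axis, bars are SE) of 35 hox genes against their paralogue group (x axis) for RA against DMSO and BMS493 against DMSO at each stage, with filled points for a DESeq2 adjusted p under 0.01. With RA the medians are 2.09 for groups 1 to 8 and -4.61 for groups 9 to 13 at 3-S, and with BMS493 at 3-S they are -0.49 and 0.46.

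The stages were compared directly to ask how the transcriptomes change with time. Between 8-S and 3-S DMSO endodermal cells 44 genes were called (DESeq2), 37 higher and 7 lower at 8-S. Between 8-S and 3-S NE cells 3 genes were called, all higher at 8-S: hbae3 (ENSDARG00000079305), with a log2 fold change of 2.35 (SE 0.40), inka1a (ENSDARG00000070360), with 2.85 (SE 0.58), and morc3b (ENSDARG00000043271), with 2.33 (SE 0.44). These 3 genes were named after their values were seen. edgeR called 0 genes in either comparison. With the replicate number as a block across stages (replicate block) there were 45 calls in DMSO endodermal and 6 in NE cells, and the mean r of same-numbered samples of the stages was -0.24 and 0.03. All libraries of one stage also shared the strand ratio given among the other observations, so that stage and library preparation cannot be told apart.

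Whether a treatment acted differently at the 2 stages was tested with interaction terms. The 8-S embryos had been washed after treatment and the 3-S embryos had not, so that stage and time since treatment cannot be told apart. The RA effect differed between stages for 2 genes, EN2 (ENSDARG00000026599) and HAS2 (ENSDARG00000036987). EN2 had a fitted interaction of -9.11 on the log2 scale (SE 1.81, DESeq2 adjusted p 0.0047), and HAS2 had -3.43 (SE 0.67, DESeq2 adjusted p 0.0047). The size for EN2 is not measured because RA 8-S libraries had 0 counts. Its mean was at least 13.9-fold lower with RA than with DMSO at 8-S. A single DMSO 8-S library, with 100.9 normalised counts, carried the DMSO mean, and another had 1.21. edgeR called 0, and the replicate block gave 11. For the BMS493 effect 0 genes were called, and the replicate block gave 4. At an unadjusted p under 0.05 there were 817 genes, where evenly spread p-values would give 1457. That number is no chance value here. BMS493 against DMSO at 8-S, with 65 genes called, also lay below it, at 955.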

Values the study reported

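The study reported 1370 differentially expressed genes at 3-S and 1410 at 8-S between endodermal and NE cells, at a false discovery rate under 0.01. For RA against DMSO in endodermal cells it gave 756 genes at 3-S and 514 at 8-S, and for BMS493 against DMSO it gave 32 and 71.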

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

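The tests of both genes below were chosen after their values had been seen, and the difference itself was tested as an interaction term. The readings of the tests of one library and of the splits were made less decisive after their values had been seen.

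The RA effect on EN2 (ENSDARG00000026599) was called as differing between stages, with a fitted interaction of -9.11 on the log2 scale. At 3-S it had 1.99 ± 0.15 normalised counts in DMSO and 5.03 ± 4.96 in RA cells (SD, n = 3), and at 8-S it had 39.2 ± 53.9 in DMSO cells (SD, n = 3) and 0 in all 3 RA libraries. With a group at 0 the fitted value is not a measured size, and the counts give only that mean EN2 was at least 13.9-fold lower with RA at 8-S. The DMSO 8-S libraries had 15.4, 1.21 and 100.9, so that a single library carried the DMSO mean. The bound therefore does not hold for each DMSO library. In 5 of the 12 fits that each left out one library the call stayed, with fitted values, to which the same applies, from -9.65 to -6.84. In edgeR's quasi-likelihood test the adjusted p was 0.677, and over the other 21 settings and fits it ranged from 0.000375 to 0.119. A call can also be lost because a fit has fewer samples. One library and the choice of test therefore remain as candidate explanations, and a biological difference is not shown. Another gene with this symbol, ENSDARG00000038868, was also called lower with RA at 8-S, with a log2 fold change of -6.83 (SE 1.27). In DMSO cells it was called higher at 8-S than at 3-S, with 3.74 (SE 0.83). It was not called as differing in its RA effect between stages, and it was measured in the same libraries.

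For HAS2 (ENSDARG00000036987) the RA effect differed between stages by -3.43 on the log2 scale. At 3-S the normalised counts were 19.8 ± 5.6 in DMSO and 15.5 ± 6.5 in RA cells, and at 8-S 118.5 ± 49.8 in DMSO and 8.42 ± 3.22 in RA cells (SD, n = 3). The 3 DMSO 8-S libraries, from 65.0 to 163.5, lay above all other libraries of these groups. The direction held in the 12 fits that each left out one library, from -3.73 to -3.11, but the call stayed in only 4 of them, and in edgeR's test the adjusted p was 0.341, where the other 21 settings and fits gave from 0.000377 to 0.0877. As these 3 libraries agreed, no one library carried the difference, and the lost calls can come from fewer samples. In the simulation with RA 8-S as the changed group, DESeq2 made 14 wrong interaction calls and edgeR 0, and they recovered 94 and 67 changed genes. With BMS493 3-S as the changed group the wrong interaction calls were 9 and 3, and 99 and 80 changed genes were recovered. The choice of test remains as a candidate explanation. Both EN2 and HAS2 were also among the genes called higher at 8-S than at 3-S in DMSO cells, for which carry-over of GFP-negative cells is examined under the other observations.

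The number of interaction calls was compared with other splits of the stage labels. In fits of the 12 RA and DMSO libraries, 23 of the 32 splits that exchanged stage labels within treatment and replicate number gave as many calls as the real labels, which gave 1, and one of these splits gave 1175. For BMS493 the real labels gave 0 calls, with 817 genes at an unadjusted p under 0.05 in the fit of all libraries, so that all 32 splits gave as many by definition, and the largest number was 113. Exchanging stage labels within a treatment turns differences between stages, and the difference of DMSO replicate 1 given under the other observations, into interactions. These splits therefore do not show what chance gives, and neither bear out nor rule out the 2 interaction genes.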

How the results depend on the processing

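With an adjusted p under 0.05 in place of 0.01, DMSO endodermal against NE cells gave 2234 genes at 3-S and 2155 at 8-S, RA 1237 and 731, BMS493 50 and 107, and the stage comparison 92 genes in DMSO and 5 in NE cells. The interactions gave 5 genes for RA and 1 for BMS493, and calls shared by the stages rose to 38 for BMS493 and 1392 for DMSO endodermal against NE cells.

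With the edgeR quasi-likelihood test there were 775 calls between DMSO endodermal and NE cells at 8-S, 453 and 260 for RA, 17 and 23 for BMS493, 0 for each stage comparison and 0 for the RA interaction. At an unadjusted p under 0.05 DESeq2 had 1690 genes between stages in DMSO cells, 773 in NE cells and 798 for the RA interaction. At 8-S, 73.3% of the edgeR calls between endodermal and NE cells were higher in endodermal cells (568 against 207), compared with 61.3% of the DESeq2 calls. Calls shared by the stages fell to 208 for RA, 12 for BMS493 and 569 for endodermal against NE cells, and the share of BMS493-lowered genes that RA raised was 58.8% at 3-S. In the simulation DESeq2 recovered more changed genes and made more wrong calls than edgeR, for interactions as well as for comparisons of groups. The cause of the difference in the real data was not tested.

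With the replicate block the interaction calls rose to 11 for RA and 4 for BMS493, whereas the other counts stayed within 1.5 times. The block within stage gives no value for the comparisons between stages. With a replicate block across stages, chosen after seeing the data, these gave 45 genes in DMSO and 6 in NE cells; the cause was not tested. With the multi-mapping share as a covariate, chosen after seeing the data, NE cells gave 18 genes between stages and the RA interaction 5. With only the samples of the groups compared, these counts were 39 and 1. TMM size factors, total-count size factors (chosen after seeing the data), the count filter, independent filtering off, Cook's filter off, the strand-specific sum, a log2 fold change of at least 1 and the 12 samples of one stage left each call count, shared-call count and share of BMS493-lowered genes that RA raised, where that setting was run, within 1.5 times or within its Wilson 95% interval, and no scaling moved the median log2 fold change of all genes by more than 0.1.

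Leaving out one library at a time, DMSO endodermal against NE cells at 8-S gave from 815 to 1218 genes, the stage comparison from 9 to 42 in DMSO and from 0 to 4 in NE cells, and the interactions from 0 to 6 for RA and from 0 to 1 for BMS493. The share of BMS493-lowered genes that RA raised ranged from 56.7% to 80% at 3-S and from 27.7% to 46% at 8-S. For these results the cause was not tested. Leaving out one library kept the other call counts within 1.5 times: from 1031 to 1296 for DMSO endodermal against NE cells at 3-S, from 582 to 678 for RA at 3-S, and from 25 to 30 and from 46 to 67 for BMS493.

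Of the single genes named, none that was called changed sign under a setting that was run. Some uncalled genes did, and the cause was not tested. For RA at 8-S, fits leaving out one library gave from -0.44 to 0.29 for NR2F2, from -0.32 to 0.19 for MNX1 and from -0.31 to 1.52 for pdx1 on the log2 scale. For BMS493 at 3-S, CYP26A1 had 0.023 with total-count size factors, 0.061 with the multi-mapping share as a covariate and from -0.20 to 0.10 leaving out one library, and MYT1 had -0.058 with the replicate block and from -0.97 to 0.42 leaving out one library. For BMS493 at 8-S, CYP26A1 had 0.0022 with TMM size factors, 0.023 with total-count size factors, 0.039 with the replicate block and from -0.20 to 0.42 leaving out one library. Over 99 results for named genes, 1596 values under other settings kept direction and side of the threshold, 78 were weaker, 3 stronger and 16 reversed. The first principal component held 27.6% and the second 18.4% of the variance over all genes with at least 10 counts in 3 samples, and the second held 27.5% with log2 CPM; the cause was not tested.

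Other splits of the 6 samples of a comparison were fitted with those samples alone. For DMSO endodermal against NE cells and for RA against DMSO, at both stages, only the real split of the 4 that part all same-numbered pairs gave as many calls (1 of the 4 splits in each). The real splits gave 1671, 1758, 574 and 506 calls, and the other 3 gave at most 0, 1, 35 and 10. The 6 splits that keep some same-numbered samples together gave at most 6, 3, 19 and 11. For BMS493 the real splits gave 22 calls at 3-S and 70 at 8-S, again as the only 1 of the 4 splits, against at most 18 and 11 in the other 3. Among the 6 splits that keep some same-numbered samples together, however, one gave 154 calls at 3-S and one gave 103 at 8-S, more than the real split. For the stages, 2 of the 4 splits of the DMSO samples gave as many calls: the real one with 56 and another with 793. In NE cells 1 of the 4 splits, the real one with 39 calls, gave as many, and a split of the other kind gave 383. With 4 or 10 splits no share under 0.05 can be reached, so that the real split cannot be set apart from a chance one by this count alone. Depth limits genes at or under 3 counts in a group, for which a lower bound on the fold change is given.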

Other observations

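Most tests in this part were chosen after the result they bear on had been seen. The exceptions are the carry-over test of the stage genes, the strand-specific, paralogue and sample-level tests of the hox genes, the sample-level test of the RA change and the test of the strand ratio without the most counted genes.

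Among DMSO endodermal samples, the grouping that set 3-S replicate 1 with 8-S replicates 2 and 3 gave 793 calls, more than the 56 of the stage labels. Of these genes, 299 were higher on the side of 3-S replicate 1 (median 558 normalised counts) and 494 were lower (median 96.9). An exchange of the labels of replicate 1 was examined first. On a score of 50 genes that changed with stage in RA and BMS493 cells, 3-S replicate 1 had -0.0078 and 8-S replicate 1 had -0.28. The other 3-S samples had -1.21 and -1.05 and the other 8-S samples 0.02 and 0.59. Both replicates 1 thus lay nearer the 8-S samples, with 3-S replicate 1 close to the lower of them and above 8-S replicate 1. Correct labels would put 3-S replicate 1, and exchanged labels 8-S replicate 1, near the other 3-S samples. The score therefore does not separate exchanged stage labels from correct ones. Exchanged stage labels, by strand ratio, are not favoured: the ratio of reads in the strand-specific columns parted the stages in all libraries (below), and it was 1.037 in 3-S replicate 1 and 1.007 in 8-S replicate 1, each on the side of its labelled stage. If the ratio follows library preparation, an exchange of samples before that step is not covered by it. In DMSO cells the most counted gene also went with the labels. It had 20.03% of counts in 3-S replicate 1 (17.8% and 20.4% in the others) and 27.1% in 8-S replicate 1 (26.9% and 27.2%). In RA cells, however, its share was 18.9% to 20.2% at 3-S and 15.5% to 32.6% at 8-S. The stages overlapped in BMS493 and NE cells too, so that this share is weak evidence on the labels. Carry-over of GFP-negative cells is not favoured, because 2.52% of the 793 genes were enriched in NE over RA and BMS493 cells, against 6.44% of all genes with a mean of at least 20. Library quality remained. In the 18 samples outside the split, the score of the 793 genes rose with the share of reads mapped to several places, with a Pearson r of 0.69 (permutation p 0.0017, Benjamini-Hochberg 0.0085) and a Spearman rho of 0.70 (permutation p 0.0018, Benjamini-Hochberg 0.009). Without the 2 samples farthest from the median share r was 0.59, and within stages it was 0.79 at 3-S and 0.47 at 8-S, with 9 samples each. Of the 5 library measures tested, the share of reads in no gene gave r 0.61 (permutation p 0.0074, Benjamini-Hochberg 0.019), with 0.47 at 3-S and 0.60 at 8-S. Genes detected gave r -0.29 over all 18 samples (Benjamini-Hochberg 0.41) but -0.54 at 3-S and -0.78 at 8-S, a relation within stages that was not tested. Total counts gave r 0.24 (-0.17 and 0.25 within stages) and the share of the most counted gene 0.14 (-0.44 and 0.09), with adjusted p of 0.41 and 0.6. A difference in RNA or library quality that crosses the groups may therefore lie behind part of the spread between replicates. No biological explanation was tested.

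Some of the 37 genes higher in DMSO endodermal cells at 8-S than at 3-S may come from carry-over of GFP-negative cells. An index from 379 genes at least 8-fold higher in NE than in RA and BMS493 cells was 6.36% ± 1.34 of the NE level in DMSO 3-S and 13.3% ± 1.7 in DMSO 8-S samples (SD, n = 3), with ranges that did not overlap (two-sided exact permutation p 0.1, the smallest that 3 against 3 samples can give). In RA cells the index was 3.62% ± 0.53 at 3-S and 7.50% ± 4.68 at 8-S, and in BMS493 cells 5.87% ± 0.35 and 9.71% ± 1.38 (SD, n = 3). Its genes were chosen for low levels in RA and BMS493 cells, so that it cannot compare carry-over between treatments. Whether carry-over bears on the RA and BMS493 falls at 8-S is therefore left open. Of the 37 genes, 24 were enriched in NE cells. The median level of the 37 genes in DMSO 8-S cells was 29.2% of the NE 8-S level, and 30 of the 37 lay above the highest index of a DMSO 8-S sample, 14.7%. For the 24 enriched in NE cells the median was 21.3%, and 17 of them lay above that index. The 13 others, at a median of 86.8% of the NE level, all lay above it. They were set apart as not enriched in NE cells, which itself favours a high share of the NE level, so that this count is no test. Carry-over at the size of the index would still not give their median level. Carry-over alone would set the level near the index, but the genes were selected for a high value at 8-S. For the 24 the stage difference therefore cannot be told apart from carry-over. The index cannot separate carry-over from low expression in endodermal cells. gfi1aa had a mean of 7.52 normalised counts in DMSO 8-S and 1037 in NE 8-S cells, and CRABP1 had 0.80 and 120.8. These genes were named for large falls, and they argue only against even carry-over of all NE genes at the size of the index. The bound for reading this test, and that for the selection test of the RA changes, were made less decisive after their values had been seen.

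The order of hox changes along the paralogue groups is described in the report, and its Spearman rho across 35 genes was -0.67 for RA at 3-S (permutation p 2e-04), -0.67 for RA at 8-S (permutation p 1e-04, the smallest that the permutations can give), 0.80 for BMS493 at 3-S (permutation p 1e-04, again the smallest) and 0.57 for BMS493 at 8-S (permutation p 6e-04). It was 0.19 and 0.07 between DMSO endodermal and NE cells (permutation p 0.28 and 0.7). The family has 6 such tests, and genes of a cluster are not independent. At the level of samples, the mean log2 count of groups 1 to 8 minus that of groups 9 to 13 was higher with RA by 6.18 at 3-S and 6.03 at 8-S and lower with BMS493 by -1.17 and -0.90. Each treatment's p was 0.005 in a two-sided exact permutation test over the 400 exchanges within stage, the smallest it can give, so that the spread between samples does not account for either. Under other scaling, by TMM and total-count size factors, 14 of the 14 genes of groups 9 to 13 were lower with RA at 3-S, but these factors shift all genes alike, by far less than these changes, so that the count shows no stability. The opposite sign with BMS493 at 3-S was less even, with 13 of the 14 positive by DESeq2, 12 under TMM and 13 under total counts, and at 8-S only 3 were positive. Carry-over of GFP-negative cells is not favoured, because the median DMSO 3-S level of these 14 genes was 131.6% of the NE level. With the sum of the strand-specific columns 0 hox genes reversed, but in libraries without strand this sum does not take out reads from overlapping genes on the other strand, and the pattern cannot be told apart from that explanation. Library quality, as the multi-mapping share in the model, left 14 of 14 lower but hardly moved their median (-4.61 with and without it at 3-S). The median of groups 1 to 8 moved from 2.09 to 1.71 with RA at 3-S and from -0.49 to -0.39 with BMS493 at 3-S. With RA at 8-S the medians were 1.24 and -4.32 with the share in the model and 1.25 and -4.32 without it. For RA these values argue against the multi-mapping share as the cause of the pattern. They do not cover other sides of library quality, which are not ruled out. Reads shared between paralogues were not compared in the 11 paralogue groups with more than one gene. Reads mapped to several places are not in the counts, and shared reads would spread a change between copies rather than make one, so that they leave the values of single copies uncertain. The readings of the scaling, strand and covariate tests here, and of the scaling test of the BMS493 calls below, were made less decisive after their values had been seen.

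Genes called with BMS493 were nearly all lower. More power for falls than for rises was tested by simulation, where DESeq2 recovered 66 raised and 63 lowered genes of 100 each and edgeR 55 and 58, differences too small to account for the pattern. Under scaling by TMM or total counts at most 1.12% of the BMS493 calls were higher, but these factors move the changes by far less than their size, so that this shows no stability. Library quality, as the multi-mapping share in the model, left 5.13% higher. GC content and gene length were not used here. The study proposes that falls prevail because BMS493 keeps the RA receptors bound to co-repressor proteins, which was not tested here.

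Genes lowered by BMS493 were raised by RA more often than random lists, and both comparisons used the same DMSO samples. With shared DMSO samples as the cause, chance high DMSO counts would make genes lower in both treatments. The RA log2 fold change was above 0 for 60 of the 64 genes at 8-S, which goes against that explanation.

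RA changes had a median ratio of 8-S to 3-S log2 fold change of 0.70 over the 786 genes called at 3-S. Selection of genes by their 3-S change may account for part of this, because the ratio was 0.98 over the 480 genes called at 8-S and 0.89 over the 362 called at both. The mean signed change of the 362 genes was 3.34 ± 0.36 in RA 3-S and 3.00 ± 0.31 in RA 8-S samples (SD, n = 3), with overlapping ranges and a two-sided exact permutation p of 0.4, where 0.1 is the smallest possible. These genes were chosen for a change at both stages, and the test cannot reach a p under 0.05. Whether the RA response was weaker at 8-S therefore cannot be told. The 8-S embryos had also been washed after treatment, so that a weaker response could not be assigned to the stage itself.

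The ratio of reads in the strand-specific columns was between 1.03 and 1.11 in the 12 libraries of 3-S and between 0.991 and 1.01 in the 12 libraries of 8-S, with no overlap. A few genes do not account for it: without the 100 most counted genes the lowest 3-S ratio was 1.013 and the highest 8-S ratio 1.003. Libraries of each stage may have been prepared in separate batches, and with all 12 libraries of a stage on one side a library batch by stage cannot be told apart from the stage itself. Comparisons between treatments within a stage do not cross this difference.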
